A study of Bombyx mori with 12 samples. Its data were reported in "A comparative genomic analysis of targets of Hox protein Ultrabithorax amongst distant insect species" (2016).

How the data were processed

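Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out on wing buds of larvae of the silkworm Bombyx mori, with an antibody against the N-terminal part of Bombyx Ultrabithorax (Ubx). Per the labels, 12 samples fall into 6 groups of 2 replicates: anti-Ubx ChIP, input chromatin and a normal rabbit IgG control, each from forewing and from hindwing buds, sequenced as 36 bp single-end reads. The analysis used 4 processed lists. One list per wing bud holds the anti-Ubx peaks common to both replicates, so no values per replicate were used for them. The other 2 lists are peak tables of single IgG libraries, which the labels assign to forewing IgG control replicates 1 and 2 and which are called IgG list 1 and IgG list 2 here. Input libraries, the hindwing IgG samples and the single anti-Ubx replicates were not analysed here.

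The label of IgG list 1 and the header of its table differ: the header names hindwing IgG and input libraries, while that of IgG list 2 names forewing libraries. Groups were taken from the labels, the lists were kept apart in the placement tests, both lists were pooled where peaks shared by the wing buds were compared with the others, and their mean and SD are given once, as labelled.

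Per the labels and the study's methods, the authors called peaks with MACS against input chromatin, applied a limit on the false discovery rate (FDR), reported removing peaks found with IgG, and kept peaks common to both replicates. Per the file headers, the IgG tables were made with MACS 1.4.0rc2 with a band width of 300 bp, a model fold of 10 to 30, a p-value limit of 1e-05, at most 2 tags kept per position and a shift size d of 200 bp, and the smaller dataset was scaled towards the larger. The tag counts per peak were deposited as whole numbers after the duplicate filter and are not normalized. The score deposited for each peak is a −log10 value, 10 times the negative log10 p that the authors obtained from MACS, so the limit of 1e-05 is a score of 50. Fold enrichment is the deposited ratio of the peak summit over the local background from input, as MACS computed it. FDR is the deposited percent from MACS's swap of ChIP and control. Peak length in bp is as deposited. The anti-Ubx lists have no header and their value columns stand in different orders. Their columns were assigned by range and ordering, and 0 value columns were left unmatched. Which replicate's values these lists carry is not stated, so scores and folds were used to describe or rank peaks within one list and not to compare the wing buds.

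The scaffold names belong to a genome build that the labels do not state, and no genome of that build was used here. The extent of a scaffold was therefore taken as the largest peak end on it over the 4 lists, which gave 1649 scaffolds and 431.2 Mb. Coordinates are given from 1, with the anti-Ubx lists read as counting from 0. Genes were not named, and distances to genes and Hox core motifs were not analysed here.

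Peaks were counted as overlapping when they shared at least 1 bp. Overlap was tested by placing the peaks of one list at random within their own scaffolds 10000 times, keeping their widths, with the other list fixed. The test was one-sided for forewing on hindwing peaks and for the IgG lists, and two-sided for anti-Ubx peaks on IgG peaks. The smallest p-value the placements can give is 0.0001 one-sided and 0.0002 two-sided. Benjamini-Hochberg adjustment covered these 6 tests. Widths were compared by a permutation test of the difference in median with 100000 resamples. Shares of peaks were compared between lists by Fisher's exact test, two-sided, and carry Wilson 95% confidence intervals, which cover counting error only. Peaks are not replicates, so these tests compare lists, not wing buds. Peaks named in the text are the 5 with the largest score in each anti-Ubx list, the 5 forewing-hindwing overlaps with most shared bases, and the 5 IgG peaks of highest fold enrichment that overlap a peak of the other IgG list; this rule was fixed before the data were examined.

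For the IgG lists, the MACS background of each peak was solved from its p-value, tags and length, and the p-value was recomputed with the background scaled down to the IgG depth. Peaks with a score of 3100 or more, where the p-value underflows or is imprecise, were given the highest background that their tags allow. The placement test and this solver were tested on simulated data. Of 100 lists of 339 peaks placed at random, 2 had a one-sided p-value under 0.05, against 100 of 100 lists with 20 planted overlaps. The solver recovered the background within 1% in 100% of 1999 simulated peaks. Alternatives covered merging and width filters, the overlap that counts as shared, placement over all scaffolds, stricter fold, p-value and FDR limits and leaving out each IgG library. Scaffolds of at least 1 Mb and the scaled-down background were added after the data were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.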

Results

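Ubx is a Hox protein, and the study asked which regions of the Bombyx mori genome it binds in larval hindwing buds, with forewing buds for comparison. Each of 6 groups held 2 samples, and peaks from 4 lists were analysed. Sequencing depth was given for the IgG tables. IgG list 1, labelled forewing IgG control replicate 1 but with a header that names hindwing libraries, held 4787870 tags, of which 3309855 remained after the duplicate filter. IgG list 2, labelled forewing IgG control replicate 2, held 3278807 tags, of which 2152046 remained. Their input libraries retained 15271372 and 18224172 tags, which was 4.61 and 8.47 times the IgG depth. Depth of the anti-Ubx libraries was not stated in their lists, and there were no values per replicate for any anti-Ubx peak.

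The first comparison was the number of anti-Ubx peaks in each wing bud. In Bombyx forewing buds the paper found Ubx only in the peripodial membrane, not in the forewing proper. It proposes that this expression could account for the forewing-specific peaks. The hindwing list held 1128 peaks on 188 scaffolds and the forewing list held 339 peaks on 146 scaffolds, a ratio of 3.33. The study's supplement reported the same hindwing number but a slightly higher forewing number, so the forewing list used here may not be complete. Hindwing peaks covered 1128272 bp and forewing peaks 347703 bp. No peaks within a list overlapped or touched, and the filter to peaks of at least 500 bp, which moved these numbers most, left 1114 and 337. With one list per wing bud, the difference in number has no replicate check and was not tested. The peaks were of similar width. The median was 876 bp in forewing and 873 bp in hindwing, a difference of 3 bp that was not significant (two-sided permutation test, p = 0.917). The widest peak measured 5195 bp in the forewing list and 12805 bp in the hindwing list.

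Scores and fold enrichments below are the authors' values. The median fold enrichment was 1.76 in the forewing list and 4.145 in the hindwing list. These medians were not compared, because the replicate they come from is not stated. At a score of 3100 the p-value underflows or is imprecise, so a tie at 3100 does not show equal strength. In the hindwing list the highest score, 3100, was shared by a peak at nscaf2853, 889734 to 893247, with a fold enrichment of 18.9, and a peak at nscaf2993, 4763106 to 4770773, with a fold enrichment of 8.14. The next were at nscaf2681, 262960 to 265981 (score 2215), nscaf1681, 5878630 to 5882006 (score 2040), and nscaf2828, 4005785 to 4009670 (score 1753). The peak on nscaf1681 overlapped a peak of IgG list 1. In the forewing list the highest score was again on nscaf2853, at 889136 to 893295, with a score of 3100 and a fold enrichment of 4.54. It was followed by peaks at nscaf3072, 974868 to 979567 (score 1516), scaffold7634, 1 to 755 (score 1474), nscaf2767, 3056277 to 3058318 (score 892), and nscaf2902, 751398 to 752448 (score 838). The forewing peak on nscaf3072 overlapped both IgG lists, and that on scaffold7634 overlapped IgG list 2.

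The next comparison asked how many anti-Ubx peaks the wing buds share. Of 339 forewing peaks, 30 overlapped a hindwing peak (8.85%, Wilson 95% interval 6.27% to 12.4%). Random placement gave 2.31 ± 1.46 peaks (SD over 10000 placements), so the overlap was 12.96 times the random value (one-sided permutation test, p = 0.0001, the smallest the placements can give; adjusted p = 0.0002). In the other direction 31 of 1128 hindwing peaks (2.75%) overlapped a forewing peak. Counting peaks within 1 kb lowered the ratio most, to 7.78 with 34 peaks. The overlap with most shared bases, 3514 bp, was the nscaf2853 region. Its score in both lists was 3100, where the p-value underflows or is imprecise, as was that of a hindwing peak on nscaf2993. Next came nscaf3072 with 2888 bp shared between forewing 974868 to 979567 and hindwing 976680 to 980714, and nscaf3033 with 2590 bp shared between 338175 to 342169 and 339530 to 342119. On nscaf2993 the forewing peak at 4768488 to 4770904 shared 2286 bp with the hindwing peak that began at 4763106. On nscaf2860 the peaks at 660603 to 662815 and 660459 to 662455 shared 1853 bp. The part of nscaf2993 from 4768488 to 4816527, chosen after its values were seen, held 6 forewing and 6 hindwing peaks, the most of any 50 kb window with peaks of both lists.

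**Figure D1:**
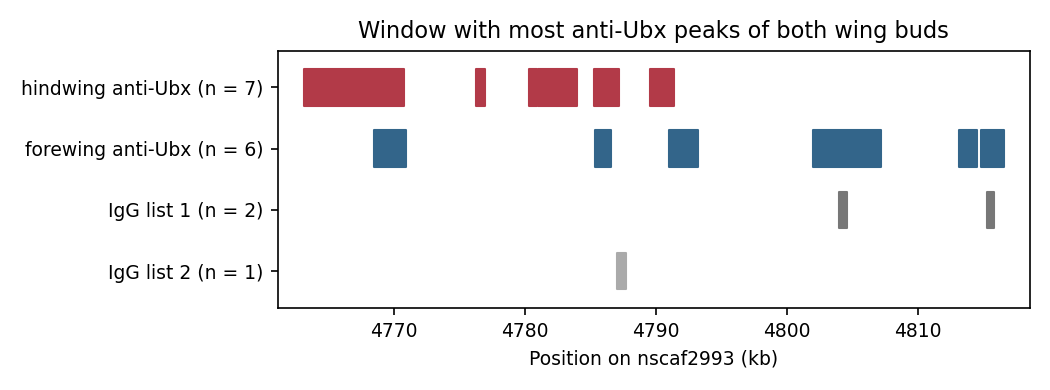
Peaks on scaffold nscaf2993 (position in kb, horizontal axis) around the 50 kb window with most anti-Ubx peaks of both wing buds, with 1 row per list. A further hindwing peak begins at 4763106, before the window, and hindwing peaks with narrow gaps between them appear joined.

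The IgG lists measured background. IgG list 1 held 10213 peaks and IgG list 2 held 8986, with a mean of 9600 ± 868 (SD, n = 2 as labelled). Median peak width was 591 bp and 573 bp, and the median tag count per peak was 20 and 14. At a fold enrichment of at least 10, 16 and 21 peaks were left. If the fold used unscaled IgG tags, as set out under Other observations, it was too low by the depth ratios of 4.61 and 8.47. The limit would then be stricter than it reads, and the folds of both lists would not share a scale. A fold enrichment under 1 was listed for 3213 peaks of list 1 (31.5%, Wilson 95% interval 30.6% to 32.4%) and 3556 peaks of list 2 (39.6%, 38.6% to 40.6%). When the p-values were recomputed with the background scaled down to the IgG depth, a setting added after the data were seen, 4970 peaks of list 1 and 7003 of list 2 kept a p-value under 1e-05. At the FDR limit of 15% or less, 10198 peaks of list 1 (99.9%) and 6480 of list 2 (72.1%, 71.2% to 73.0%) remained. At 5% or less the numbers were 8757 and 3, and at 1% or less they were 1 and 3. Background regions recurred in part between the libraries. Of the 8986 peaks of list 2, 516 (5.74%) overlapped a peak of list 1, against 260.6 ± 15.5 (SD) under random placement, a ratio of 1.98 (one-sided permutation test, p = 0.0001; adjusted p = 0.0002). The overlapping peaks of highest fold enrichment were on scaffold9904 (28.2 in list 2 and 10.8 in list 1), scaffold1012 (27.8 and 8.80), nscaf1690 at 6223873 to 6224544 (3.19 and 26.1), scaffold1159 (24.7 and 10.1) and nscaf2993 at 3793726 to 3794857 (2.13 and 23.3).

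**Figure D2:**
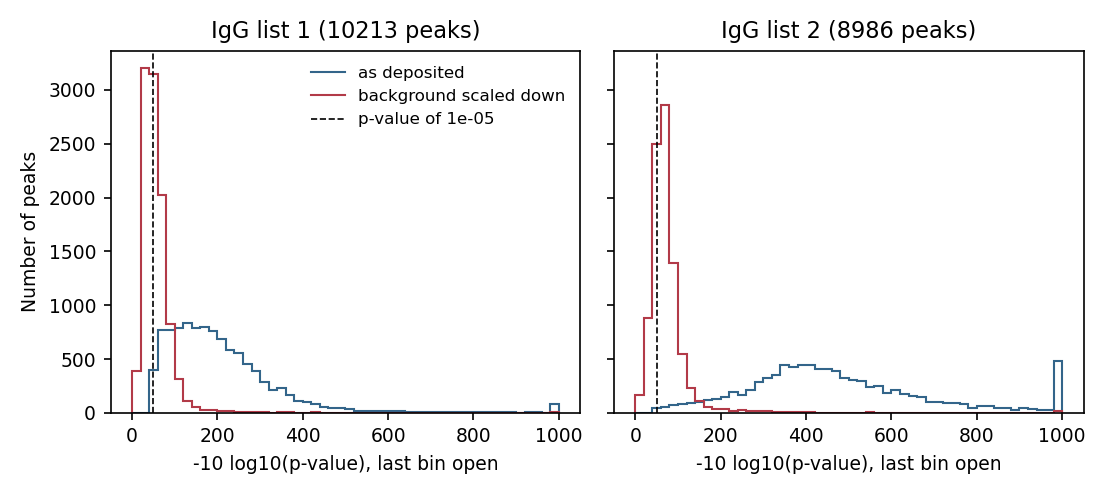
Number of IgG peaks (vertical axis) by score, 10 times the negative log10 of the p-value (horizontal axis), as deposited and with the background scaled down, for both IgG lists. The dashed line marks a p-value of 1e-05 and the last bin holds all higher scores; the scaled-down median was 49.2 in list 1 and 65.6 in list 2.

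The anti-Ubx lists were then set against the IgG lists, since peaks found with IgG were to be removed from them. On IgG list 1 lay 54 of 339 forewing peaks (15.9%, Wilson 95% interval 12.4% to 20.2%), which was 3.31 times the 16.3 ± 3.36 (SD) of random placement (two-sided permutation test, p = 0.0002; adjusted p = 0.0002). By contrast 13 of 1128 hindwing peaks (1.15%, 0.675% to 1.96%) lay on IgG list 1, which was 0.312 times the 41.7 ± 6.21 of random placement (two-sided permutation test, p = 0.0002; adjusted p = 0.0002). On IgG list 2 lay 30 forewing peaks (8.85%), 2.35 times the 12.8 ± 3.03 of random placement (two-sided permutation test, p = 0.0002; adjusted p = 0.0002). This excess depended on the IgG peaks counted: 3 forewing peaks lay on list 2 peaks with FDR of 15% or less, against 7.58 under random placement (two-sided permutation test, p = 0.099). The other 27 lay on list 2 peaks above that limit, which were not weaker by score. Their median score was 667, against 411 for list 2 peaks within the limit. Hindwing peaks on IgG list 2 numbered 36 (3.19%), which did not differ from the 37.5 ± 5.82 of random placement (two-sided permutation test, p = 0.8747; adjusted p = 0.8747). Together 70 forewing peaks and 49 hindwing peaks lay on at least 1 of the IgG lists.

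**Figure D3:**
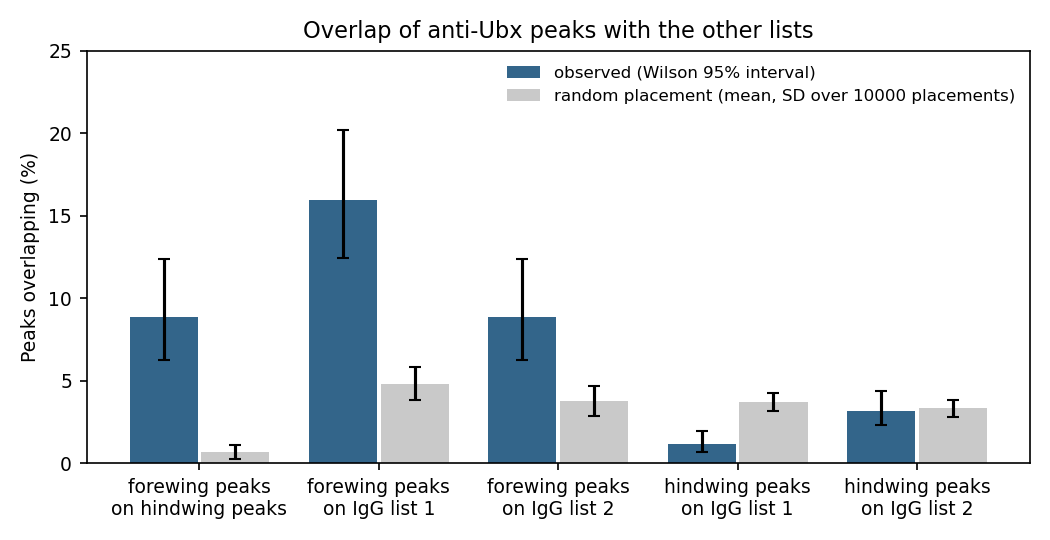
Share of anti-Ubx peaks (percent, vertical axis) that overlap the other lists, with Wilson 95% intervals, beside the mean and SD of 10000 random placements. Forewing peaks lay on hindwing peaks and on both IgG lists more often than placed at random, and hindwing peaks on IgG list 1 less often (1.15% against 3.70%).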

Values the study reported

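The study reported 871 genes as putative Ubx targets in Bombyx hindwing buds and 245 genes in forewing buds. It reported 43 genes in common between the wing buds, and 548 of the hindwing genes had an orthologue in Drosophila.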

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

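Both results below stood out because the shares of forewing and hindwing peaks on the same IgG list differed by Fisher's exact test. The placement tests of overlap with each IgG list, and those at an IgG FDR of 15% or less, had been planned. All other tests here, and the use of the planned ones to weigh explanations, were chosen after these shares had been seen. The test of short scaffolds was set out before its own result was known. Peaks are not replicates, so the tests compare lists.

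Forewing peaks lay on IgG list 1 more often than hindwing peaks, by 14.78 percentage points (15.9% against 1.15%, Fisher's exact test, p = 1.94e-24). Greater width of forewing peaks is argued against, since forewing peaks exceeded randomly placed peaks of the same widths 3.31 times. Crowding on short scaffolds is argued against as well: the difference was 14.72 points on scaffolds with an extent of at least 1 Mb. A mislabelled sample stays open as a hypothesis. IgG list 1 is labelled forewing, yet its header names hindwing libraries, and hindwing peaks met it 0.312 times as often as random placement gave, as the subtraction of these IgG peaks from the hindwing list would leave it. Within 1 kb but without overlap, hindwing peaks were not rarer (58 against 47.7 ± 6.80 SD, two-sided permutation test, p = 0.1576). The 13 hindwing peaks left on the list would mean that such a subtraction was not complete. On IgG list 2 hindwing peaks did not differ from random placement (36 against 37.5, two-sided permutation test, p = 0.8747), nor in 4 of the 5 alternatives; in the other, the scaled-down background, they were rarer (15 against 28.6, p = 0.005). A difference in background between the tissues was not tested.

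Forewing peaks also lay on IgG list 2 more often, by 5.66 percentage points (8.85% against 3.19%, Fisher's exact test, p = 3.9e-05). Short scaffolds are argued against, as the difference was 6.54 points on scaffolds of at least 1 Mb. Subtraction of the whole of list 2 from the forewing peaks is argued against by the 30 forewing peaks that overlapped it. The difference rested on IgG peaks with an FDR above 15%, which met 27 forewing and 11 hindwing peaks. These IgG peaks were not weaker by score, with a median of 667 against 411 within the limit. With IgG peaks at FDR of 15% or less the difference changed sign, at 0.885% of forewing and 2.22% of hindwing peaks, and was not significant (Fisher's exact test, p = 0.172). A candidate explanation is that only IgG peaks within the FDR limit were subtracted. Of the forewing peaks on list 2, 10% lay on a peak within the limit, against 69.4% of the hindwing peaks on it, but these counts prompted the explanation and so are no test of it. Set against random placement, the 3 forewing peaks within the limit were not significantly fewer than the 7.58 expected (two-sided permutation test, p = 0.099). On IgG list 1, which is also labelled forewing, 53 of the 54 forewing peaks lay on IgG peaks within the limit, 3.25 times the random value, which goes against such a subtraction of list 1 from the forewing peaks. For list 2 it stays open. Tissue differences in background remain open and were not tested.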

How the results depend on the processing

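Of 51 alternatives over 16 results, 30 kept the direction and the side of the threshold where there was a test and, for numbers of peaks, also stayed within 1.5 times the main number. The forewing-hindwing overlap kept its direction and significance in all 5 alternatives run, with 25 to 34 peaks. So did the absence of a width difference, at 25.43 bp for the mean and 0.5 bp for peaks under 3 kb.

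Forewing peaks on IgG list 2 reversed from above to below random placement at IgG FDR of 15% or less, with 3 peaks. The value itself shows where it comes from, since the other 27 lay on IgG peaks above that limit. Hindwing peaks on IgG list 2 stayed without significance but crossed the random value with 26 peaks at 50% of the shorter peak shared and 82 within 1 kb. The cause was not tested.

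With the background scaled down, an alternative added after the data were seen, fewer IgG peaks counted by construction. IgG list 1 fell to 4970 peaks. The IgG replicate overlap fell to 338, forewing peaks on list 1 to 25 and on list 2 to 16, and hindwing peaks on list 1 to 4, each in its former direction and still significant. Hindwing peaks on list 2 became fewer than random, with 15 peaks (two-sided permutation test, p = 0.005); the cause was not tested.

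Within 1 kb, the IgG replicate overlap rose to 908 and hindwing peaks on list 1 to 71, since the wider reach counts more pairs. Set against random placement, both patterns were weaker but kept their direction. The ratio was 1.43 for the IgG replicate overlap, against 1.98 in the main setting. For hindwing peaks on list 1 it was 0.794 (two-sided permutation test, p = 0.0436), against 0.312. At a fold enrichment of at least 10, the IgG replicate overlap was 5, and 16 and 21 peaks of IgG lists 1 and 2 were left. If the deposited fold used unscaled IgG tags, this limit was stricter than it would be at equal depth. At FDR of 1% or less, list 1 kept 1 peak and list 2 kept 3, as it did at 5% or less (3).

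Leaving out each IgG library gave from 30 to 54 forewing peaks and from 13 to 36 hindwing peaks on the other IgG list. With both lists kept, 70 and 49 peaks lay on at least 1 of them. The merged IgG regions numbered from 8986 to 10213, against 18677 with both lists. The lowest forewing value came without forewing IgG replicate 1 and the lowest hindwing value without forewing IgG replicate 2. These are values with no test.

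No paired analysis was possible because the anti-Ubx lists carry no values per replicate and the IgG lists are single libraries. Distance to genes and density of TAAT cores, with their alternatives, were not run, because no genome or annotation of the build was used here. The shallow IgG libraries may limit what counts as background, which was not tested. The least tags in a listed peak was 17 in list 1 and 13 in list 2.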

Other observations

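All tests here were chosen after the data were seen; those of IgG on shared peaks and of the number of IgG peaks were set out before their own results were known. No biological explanation was tested for the IgG patterns.

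In IgG lists 1 and 2, 3213 and 3556 peaks had a fold enrichment under 1 beside a p-value under 1e-05. A candidate explanation is that MACS scaled the IgG tags up to the input depth for the p-value but not for the fold. Under this model the summit height solved for each peak should be whole. It was within 0.1 of a whole number in 92.2% of 10198 peaks of list 1 and 96.0% of 8913 peaks of list 2, where even spread gives 20%, and no height exceeded the tags of its peak. The other 15 and 73 peaks, with scores of 3100 or more, were left out because their p-value gives no background.

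The same scaling may account for part of the number of IgG peaks. With the background scaled down to the IgG depth, 48.7% of list 1 (Wilson 95% interval 47.7% to 49.6%) kept a p-value under 1e-05, and 51.3% missed the limit, a narrow majority. In list 2, 77.9% kept it, which argues against scaling as the main cause there. Even in list 1, 4970 peaks stayed past the limit, so scaling was not the whole cause in either list. What else enriches these regions was not tested.

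Peaks shared by the wing buds were stronger within their lists. The median score was 261.0 for the 31 shared hindwing peaks against 130.1 for the others (two-sided permutation test, p = 0.00176), and 150.8 against 95.7 in forewing (p = 0.00266). Shared regions may be background that IgG also recovers. Of the shared hindwing peaks 12.9% lay on a peak of either IgG list, against 4.10% of the others (Fisher's exact test, p = 0.0416, not adjusted), a narrow margin that rests on 4 shared peaks. In forewing the shares went the other way, 10% against 21.7% (Fisher's exact test, p = 0.16). Shared peaks were wider in both lists (median 1280 against 869 bp in hindwing and 1303 against 849 bp in forewing). Background stays open.

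The 50 kb window with most peaks of both wing buds was found after the data were seen. It lay on nscaf2993 from 4768488 to 4816527 and held 6 forewing and 6 hindwing peaks. Over 1000 random placements of both lists the richest window held a median of 4 and at most 6 peaks (permutation test, p = 0.001, the smallest the placements can give). Each peak was placed on its own, so 1 broad region split into several peaks also raises the count. Hindwing peaks at 4780270 to 4780884, 4780952 to 4782450 and 4782464 to 4783954 had narrow gaps between them. IgG list 1 had 2 peaks there, both within forewing peaks, and IgG list 2 had 1, which overlapped a hindwing peak.

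Forewing peaks began at the first base of a scaffold in 24 of 339 cases (7.08%), against 15 of 1128 in hindwing (1.33%, Fisher's exact test, p = 2.07e-07). The rank correlation of score with FDR across peaks, which are not independent replicates, was -0.875 in forewing, -0.994 in hindwing, 0.161 in IgG list 1 and 0.325 in IgG list 2, so a higher IgG score did not go with a lower FDR. Peak numbers in the names reached 15122 in forewing and 8527 in hindwing. If these number the peaks first called, the lists kept at most 2.24% and 13.2% of them.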
